A study of Homo sapiens with 16 samples.

How the data were processed

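RNA sequencing was carried out on 16 libraries of A549 and H2023, established human lines of non-small cell lung cancer. In each line a knockout of ZC3H12A was compared with wild-type cells. ZC3H12A encodes Regnase-1, an RNase that cleaves and so shortens the life of a set of mRNAs, many of them inflammatory. Cells were grown for 3 days in normal culture or for 7 days in a stem-cell-enriched (oncosphere) culture, per the labels. Culture type and days in culture therefore change together. The 2 lines, 2 genotypes and 2 cultures give 8 groups of 2 libraries each. The titles of the libraries labelled knockout name 1 clone per line, so the replicates within such a group are cultures or preparations of a single clone, and a difference from wild type holds the effect of the edit together with anything else that sets that clone apart. Total RNA was purified with a ReliaPrep kit and stranded TruSeq mRNA libraries were made from 1 µg of it, per the labels' protocols. The aligner, the counting program, the genome build and the annotation are not stated.

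The authors deposited 4 tables, 1 for each line and culture, each with 4 libraries. A table has 18361 rows of Ensembl gene identifiers. 119 identifiers occupy several rows with identical values, and the first row of each was used, leaving 18227 genes. The expression values per library are TPM made by the authors, and each library summed to between 991838 and 998125. The authors also give a mean normalized count over the 4 libraries, a log2 fold change of knockout over wild type with its standard error, a test statistic, which is a score, and a p-value with an adjusted p-value. These columns carry the names that DESeq2 gives them, per the file headers. The statistic has the opposite sign to the log2 fold change in all 18361 rows of each deposited table, so directions were taken from the fold change. Its sign was that of the difference in mean TPM for 3635 of 3639, 3627 of 3628, 1665 of 1665 and 816 of 816 genes with an adjusted p-value under 0.05 in the authors' deposited tables (A549 normal and stem-cell-enriched, then H2023 normal and stem-cell-enriched culture), and for 88.1% to 92.3% of all genes. The adjusted p-value was missing for the genes with the lowest means: 1767 genes in A549 normal culture, 707 in A549 stem-cell-enriched culture, 2827 in H2023 normal culture and 2121 in H2023 stem-cell-enriched culture. The cell line of a library was read from the name of its table, and the culture, genotype and replicate from the name of its column. Symbols came from the tables for 15590 genes and from a list of Ensembl names for 867 more, and 1770 genes had no symbol. All columns of the 4 tables belonged to labelled libraries.

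TPM keeps no record of sequencing depth, so the depth of a single library is unknown and no floor on a value of 0 could be set. The mean normalized counts summed to 20540195 and 20453740 in the A549 normal and stem-cell-enriched tables and to 22656596 and 22760512 in the H2023 tables. Because raw counts were not used here, the main test was limma (version 3.58.1, R 4.3.3) with a mean-variance trend on log2(TPM + 1), over the 4 libraries of a comparison, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on the log2(TPM + 1) scale understate the change of genes with low values. No gene was filtered out by expression in this test. The results of the authors' deposited tables are given alongside, and named as theirs. The test was checked on simulated libraries of 18227 genes, 200 of them changed, with the means and spread of each comparison. The changes were placed only among expressed genes, and the noise of a gene was drawn from its own spread between replicates. The test recovered 140, 121, 144 and 106 of the 200 in the A549 normal, A549 stem-cell-enriched, H2023 normal and H2023 stem-cell-enriched designs, with 5, 7, 7 and 4 false calls.

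Whether a knockout effect differed between cultures or lines was tested per gene. The difference of the log2 fold changes in the authors' deposited tables was divided by the root of their summed squared standard errors and referred to a normal distribution, with Benjamini-Hochberg adjustment. A culture difference is stem-cell-enriched minus normal and a line difference is H2023 minus A549. Libraries of different cultures were also compared within a line and genotype with limma over the 8 libraries of the line. This comparison had been reserved for raw counts before the data were examined, and was made on TPM because TPM is scaled within each library and not within a table. TPM values are shares of a library, so a rise of some genes lowers the values of the rest. The same contrast in the libraries labelled knockout was added after seeing the data.

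12 gene lists were written from general knowledge before the data were examined: Regnase-1 target mRNAs, NF-kB response, stemness markers, epithelial-mesenchymal transition, epithelial markers, cell cycle, interferon response, hypoxia and glycolysis, cholesterol synthesis, NRF2 targets, unfolded protein response, and p53 targets. The lists name 289 genes, of which 4 stand in more than 1 list. Shifts of a list were tested with camera of limma at an inter-gene correlation of 0.01, over genes with a mean normalized count of at least 10, with Benjamini-Hochberg adjustment over the 48 tests of 12 lists in 4 comparisons. The 48 tests of differences of effects were made with the same method on the per-gene statistic. Medians, correlations of fold changes across genes and windows of neighbouring genes used genes with a mean normalized count of at least 100.

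The rule for naming genes was also set before the data were examined. It took ZC3H12A, the 3 largest rises and 3 largest falls of each comparison with a mean normalized count of at least 100 and an adjusted p-value under 0.05, up to 10 genes called in the same direction in all 4 comparisons, strongly changed members of the lists (up to 5 per list), and the 3 genes with the smallest p for each difference of effects. It was applied to the authors' deposited tables, a choice made once limma had called no gene in H2023. The text gives a selection of these genes. Gene positions are those of GENCODE 29 on GRCh38, matched by Ensembl identifier for 17996 of the 18227 genes. The build of the tables is not stated, so the positions describe the annotation and not the alignment. Genes with near-identical relatives (SAA1 and SAA2, UGT1A7, MAGEA12, CSAG1, CXCL1 and CXCL3) are uncertain, since reads may have been divided among relatives in ways that cannot be seen from the tables. Whether counting used the strand is not stated, so overlapping antisense genes are uncertain as well.

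The alternatives tried were other thresholds, a minimum fold change, minimum mean counts, centring on the median, an empirical null, a pseudocount of 0.1 in place of 1, the replicate number as a block, each replicate left out in turn, fits over all 8 libraries of a line, and other list tests. With 2 libraries per group, leaving one out leaves 1 in its group, so only fold changes were taken from such fits for the knockout comparisons. Windows of 50 neighbouring genes on chromosomes 1 to 22 and X were compared with 1000 random orders of the same genes. Remaining steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Sequence reads were not analysed here, so the edited site itself was not examined.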

Results

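The data comprised TPM values of 18227 genes in 16 libraries, with 2 libraries in each of 8 groups. Between 13824 and 14508 genes reached 1 TPM in a library, and between 146 and 511 were listed at 0. Replicates correlated across genes with r from 0.983 to 0.992, and the SD between replicates was 0.216 to 0.311 on the log2 scale. No more than 0.3% of values were identical between replicates, so each library was counted as a separate sample. Mitochondrial genes held 10.3% to 18.7% of TPM in normal culture and 19.5% to 25.6% in stem-cell-enriched culture. The sequencing depth of each library is unknown, because TPM does not retain it.

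The targeted gene was examined first. ZC3H12A (ENSG00000163874) is a protein-coding gene on the + strand of chromosome 1, at 37474552 to 37484379 in GRCh38. In A549 normal culture its level was 32.8 ± 2.94 TPM (SD, n = 2) in wild type and 18.4 ± 2.14 TPM (SD, n = 2) in the libraries labelled knockout. The log2 fold change was -0.80 with a standard error of 0.14 (limma, adjusted p = 0.0294). In the remaining 3 comparisons it was higher in the libraries labelled knockout. A549 stem-cell-enriched culture gave 48.8 ± 0.49 TPM in wild type and 57.9 ± 3.23 TPM in the libraries labelled knockout (SD, n = 2 each). H2023 normal culture gave 28.3 ± 2.17 and 41.5 ± 0.04 TPM, and H2023 stem-cell-enriched culture gave 29.5 ± 4.33 and 81.9 ± 17.98 TPM (SD, n = 2 each). In each of these 3 comparisons both libraries labelled knockout exceeded both wild-type libraries. The limma log2 fold changes were 0.24, 0.54 and 1.43, with adjusted p-values of 0.187, 0.152 and 0.221, none past the threshold. According to the authors' deposited tables the log2 fold changes and adjusted p-values were -0.80 and 1.44e-04, 0.45 and 0.0171, 0.55 and 0.008, and 1.48 and 3.26e-08, in the same order of comparisons. The alternative that moved the fold change most was leaving out 1 library labelled knockout in H2023 stem-cell-enriched culture, which gave 1.21 without replicate 1 and 1.66 without replicate 2. ZC3H12A mRNA was thus higher under the knockout label in 3 of 4 comparisons. An edit can disrupt the protein and leave the transcript in place, so these levels do not decide whether the labels are right. Since the edit itself was not examined, libraries are called by their label throughout. Every direction given from here on is that of libraries labelled knockout over wild-type libraries.

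**Figure D1:**
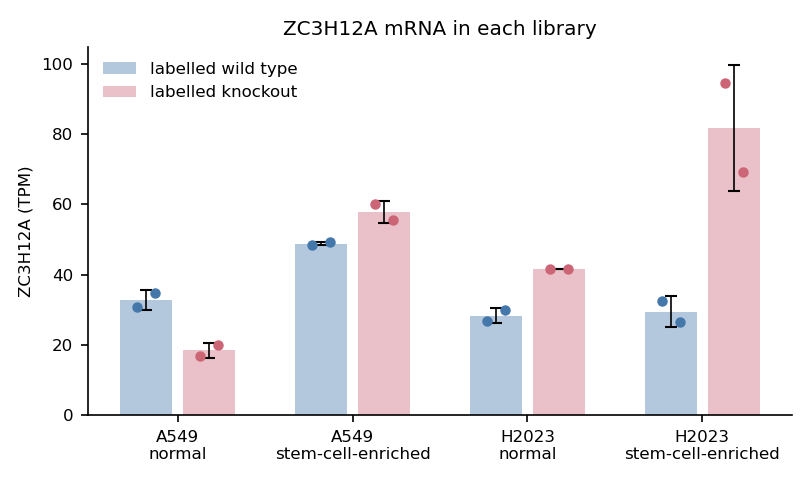
ZC3H12A level in TPM (vertical axis, starting at 0) in each line and culture, with points for single libraries, bars for the mean and error bars for the SD of 2 libraries. The libraries labelled knockout lie below wild type in A549 normal culture (18.4 against 32.8 TPM) and above it in the other 3 comparisons.

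The first set of comparisons asked which genes differ between the libraries labelled knockout and wild type in each line and culture. In A549 normal culture limma called 1971 of 18227 genes, 827 higher and 1144 lower. The median log2 fold change there was -0.08, and with fold changes centred on it the test called 1877 genes, 1028 higher and 849 lower. A549 stem-cell-enriched culture gave 2413 genes, 1100 higher and 1313 lower. The balance there depended on the setting, with 921 higher and 1473 lower when centred and 1247 higher and 1112 lower at a mean count of at least 100. In H2023, limma called 0 genes in either culture. At an unadjusted p under 0.05 there were 3314 genes (18.2%) in H2023 normal culture and 2828 (15.5%) in H2023 stem-cell-enriched culture, against 5773 (31.7%) and 5524 (30.3%) in A549. The smallest adjusted p in H2023 was 0.102 in normal and 0.165 in stem-cell-enriched culture. As a ratio, the alternative that moved the A549 counts most was the empirical null, which rescales the statistics to their own median and spread and left 0 genes in both A549 comparisons, where 5773 and 5524 had an unadjusted p under 0.05. The authors' deposited tables list 3639, 3628, 1665 and 816 genes with an adjusted p-value under 0.05 in A549 normal, A549 stem-cell-enriched, H2023 normal and H2023 stem-cell-enriched culture. Of these, 1757 and 2218 in A549 were also called by limma. In H2023, 1422 of the 1665 genes and 754 of the 816 genes of the authors' deposited tables had the same sign and an unadjusted p under 0.05 with limma.

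The genes with the largest changes are given for each comparison, with the level in each library. In A549 normal culture, FXYD2 (chromosome 11, 117800844 to 117828698) fell from 509.52 and 428.58 TPM to 0.02 and 0.69 TPM, with a limma log2 fold change of -8.48 and an adjusted p of 0.00151. NTS (chromosome 12, 85874295 to 85882992) fell from 319.54 and 581.72 TPM to 0.32 and 0.78 TPM. FGB (chromosome 4, 154562956 to 154571086) went from 53.39 and 338.9 TPM to 0.2 and 0.24 TPM, with a wide spread between its wild-type replicates. MMP2 (chromosome 16, 55389700 to 55506691) rose from 3.91 and 3.03 TPM to 113.36 and 113.67 TPM, a limma log2 fold change of 4.69 with an adjusted p of 0.00151. ACKR3 (chromosome 2, 236567787 to 236582358) rose from 0.0 and 0.13 TPM to 11.7 and 18.78 TPM. UGT1A7, whose exons are partly shared with its relatives, rose from 0.07 and 0.66 TPM to 22.05 and 22.55 TPM. In A549 stem-cell-enriched culture, LINC02582 (chromosome 18, 73324941 to 73349878) had 49.2 and 65.88 TPM in wild type and was listed at 0 in both libraries labelled knockout. OR51E1 had 7.0 and 5.17 TPM in wild type and was listed at 0 in both others. F5 (chromosome 1, 169514166 to 169586588) fell from 30.3 and 18.44 TPM to 0.05 and 0.02 TPM. Among the largest rises, SFRP5 went from 0.09 and 0.11 TPM to 16.64 and 7.53 TPM, ADAMTS14 from 0.06 and 0.02 TPM to 3.81 and 4.41 TPM, and SLC1A3 from 0.21 and 0.16 TPM to 10.3 and 0.84 TPM. Both libraries labelled knockout exceeded both wild-type libraries for SLC1A3, but the size of its rise rested on replicate 1. The SLC1A3 rise was not past the limma threshold there (adjusted p = 0.184). In A549 normal culture SLC1A3 went from 0.24 and 0.46 TPM to 3.03 and 3.09 TPM (limma adjusted p = 0.0123).

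In H2023 no gene passed the limma threshold, and the genes with the largest changes were ranked in the authors' deposited tables. PCDH7 (chromosome 4, 30720415 to 31146805) had 2.99 and 3.63 TPM in normal-culture wild type and 0.01 and 0.0 TPM in the libraries labelled knockout. In stem-cell-enriched culture it had 4.12 and 4.51 TPM against 0.04 and 0.02 TPM. F5 fell in normal culture from 11.23 and 9.38 TPM to 0.05 and 0.06 TPM. MAGEA12 went from 1.71 and 16.17 TPM to 0.06 and 0.0 TPM, with a wide spread between its wild-type replicates and a limma adjusted p of 0.263. SPOCK1 rose from 0.97 and 1.01 TPM to 8.82 and 9.05 TPM, GJB2 from 1.95 and 0.6 TPM to 14.09 and 18.19 TPM, and GLI3 from 0.73 and 0.32 TPM to 4.27 and 3.27 TPM. In stem-cell-enriched culture, TM4SF20 (chromosome 2, 227362156 to 227381995) fell from 56.3 and 48.76 TPM to 0.52 and 0.82 TPM, and ITGA4 (chromosome 2, 181457202 to 181536187) from 4.92 and 4.06 TPM to 0.0 and 0.18 TPM. SAA1 (chromosome 11, 18266174 to 18269977) rose from 2.18 and 7.88 TPM to 148.54 and 175.24 TPM, and its close relative SAA2 from 0.75 and 4.89 TPM to 102.04 and 99.72 TPM. RFTN1 rose from 0.17 and 0.44 TPM to 3.46 and 8.7 TPM. The authors' deposited table gives TM4SF20 a log2 fold change of -6.46 (adjusted p = 2.91e-100) and SAA1 one of 4.87 (adjusted p = 2.93e-28). With limma their adjusted p-values were 0.165 and 0.208.

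The next comparison asked whether lines and cultures responded alike. Across genes, which are not independent replicates, the limma log2 fold changes of the 2 cultures correlated with r = 0.565 in A549 (10899 genes) and r = 0.647 in H2023 (11427 genes). Between lines r was -0.005 in normal culture (10872 genes) and -0.024 in stem-cell-enriched culture (10960 genes), and the remaining pairs gave 0.065 and 0.064. The alternative that moved these values most was the restriction to genes called in both members of a pair by the authors' deposited tables, which gave 0.801 within A549 and 0.9 within H2023. The 4 comparisons share no libraries, but the 2 comparisons of a line share the same knockout clone. A fixed difference of that clone from wild type would also give agreement within a line and none between lines. Among genes called in both cultures by the authors' deposited tables, 1451 had the same direction and 163 opposite directions in A549, and 433 and 9 in H2023. Across lines in normal culture, 317 genes of the authors' deposited tables had the same direction and 365 opposite directions, with 183.9 and 185.5 given by independence. In the authors' deposited tables, 66 of the 14753 genes tested in all 4 comparisons were called in the same direction in each, 12 higher and 54 lower, where independence of the lines gives 18.6. Another 63 were called in both cultures of both lines with opposite directions in the lines, where independence gives 18.7.

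**Figure D2:**
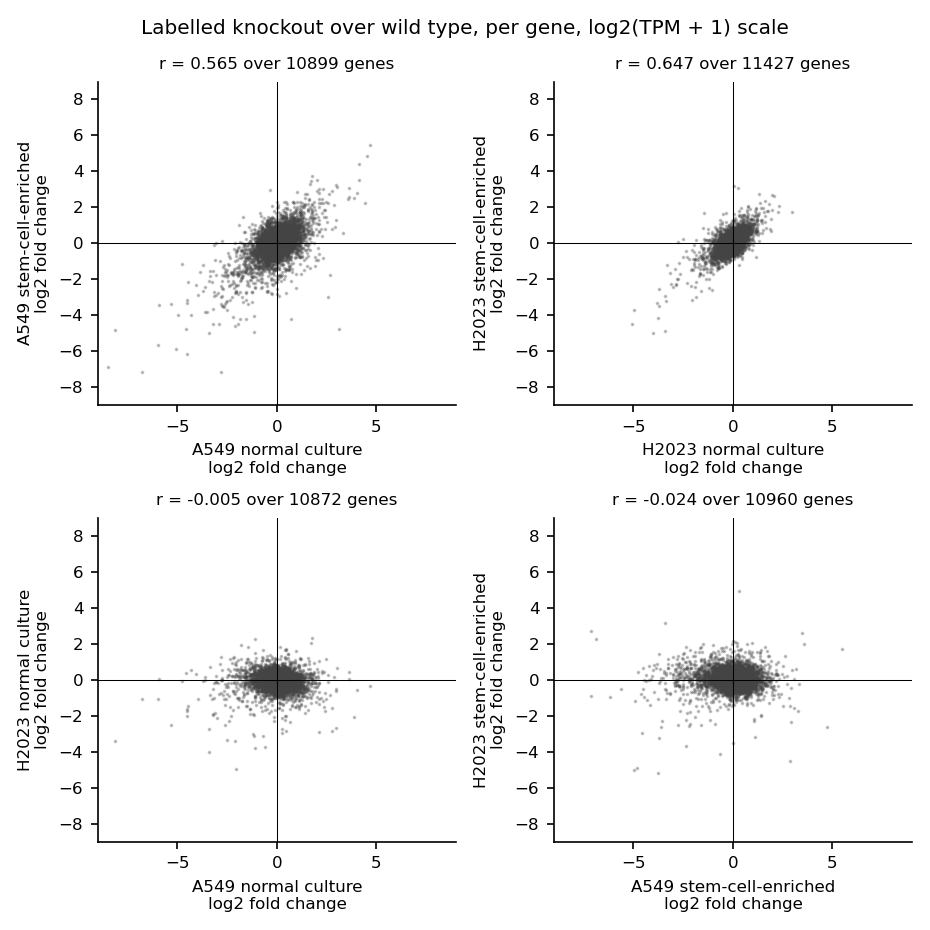
Log2 fold changes of libraries labelled knockout over wild type on the log2(TPM + 1) scale, each point a gene with a mean normalized count of at least 100, for the 2 cultures of each line (upper panels) and the 2 lines in each culture (lower panels). Fold changes follow each other between cultures of a line (r = 0.565 and 0.647) and not between lines (r = -0.005 and -0.024).

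The genes with the largest changes among those lower in all 4 comparisons of the authors' deposited tables were MAGEA12, CSAG1, TM4SF20, NTS, GRIK2, TC2N, F7, F5, ELMO1 and DOCK8. TC2N went from 57.61 and 50.85 TPM to 3.54 and 2.94 TPM in A549 stem-cell-enriched culture and from 37.91 and 39.28 TPM to 2.73 and 3.87 TPM in H2023 stem-cell-enriched culture. F7 went from 20.13 and 11.07 TPM to 0.58 and 0.09 TPM in the former and from 10.73 and 13.22 TPM to 1.71 and 0.62 TPM in the latter. ELMO1 went from 12.76 and 13.35 TPM to 1.83 and 1.7 TPM and from 9.22 and 8.35 TPM to 1.53 and 0.73 TPM. GRIK2 and DOCK8 stayed near or below 2 TPM in every library. MAGEA12 and CSAG1 lie side by side on chromosome X (152733779 to 152737669 and 152727484 to 152733735), and both have close relatives. Their wild-type replicates differed widely in H2023 (CSAG1 1.29 and 14.11 TPM in normal culture). In that culture the wild-type replicates of NTS (4.04 and 44.36 TPM) and ELMO1 (3.14 and 10.26 TPM) also differed widely. Those of TM4SF20 (21.16 and 22.27 TPM), F5 and TC2N lay closer together. ACKR3 and ITGA4 were called in opposite directions in the lines. ITGA4 rose in A549 normal culture from 0.45 and 0.24 TPM to 7.43 and 9.07 TPM and fell in H2023 normal culture from 10.69 and 14.82 TPM to 0.84 and 0.93 TPM. ACKR3 fell in H2023 normal culture from 15.59 and 16.84 TPM to 2.9 and 3.43 TPM.

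A direct test of the difference between the effects was made for each gene from the fold changes of the authors' deposited tables. In A549 the effect differed between cultures for 1514 genes, 766 with a higher fold change in stem-cell-enriched culture and 748 with a lower one. In H2023 it differed for 71 genes, 61 higher and 10 lower. Between lines it differed for 2783 genes in normal culture, 1275 with a higher fold change in H2023, and for 2344 genes in stem-cell-enriched culture, 1269 higher. As a ratio, the alternative that moved these counts most was the empirical null between the A549 cultures (486 genes) and between the lines (838 in normal and 925 in stem-cell-enriched culture). Between the H2023 cultures it was a limma interaction term over the 8 libraries of the line, which gave 0 genes, with 1294 (7.1%) at an unadjusted p under 0.05, whereas the empirical null gave 373 there. The balance of directions also depended on the setting. With centred fold changes 692 genes were higher and 832 lower between the A549 cultures, and with the limma interaction 1256 were higher and 985 lower between the lines in normal culture. For ZC3H12A the difference between A549 cultures was 1.25 with a standard error of 0.24 (adjusted p = 1.14e-05). Its difference between H2023 cultures was 0.93 with a standard error of 0.28 and was not past the threshold (adjusted p = 0.141). NDRG1 rose in A549 normal culture from 18.65 and 27.52 TPM to 134.0 and 148.49 TPM and fell in stem-cell-enriched culture from 79.48 and 177.85 TPM to 14.61 and 13.3 TPM, a difference of -6.10 in log2 fold change. GPX2 fell in H2023 normal culture from 275.42 and 289.61 TPM to 51.84 and 46.52 TPM and in stem-cell-enriched culture had 736.4 and 793.62 TPM in wild type against 745.46 and 1117.27 TPM. Its difference was 2.75, with an adjusted p of 1.43e-17 from the fold changes of the authors' deposited tables and 0.193 with the limma interaction.

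Gene lists were tested for shifts as sets. With camera of limma, 23 of 48 tests had an adjusted p-value under 0.05, 7 upward and 16 downward. The alternative that moved this most was fry, a rotation test of limma, under which 1 call held, that of the epithelial markers in A549 stem-cell-enriched culture (adjusted p = 0.0298). At an inter-gene correlation of 0.05, 17 of the 48 tests passed. The Regnase-1 target mRNAs had a median log2 fold change of -0.76 in A549 normal culture, where 6 of 25 members rose (adjusted p = 2.84e-05). Of its members 11 were past the limma threshold over all genes and 16 adjusted over the list alone. The list's median was -0.47 in A549 stem-cell-enriched culture (adjusted p = 0.0235) and -0.19 in H2023 normal culture (adjusted p = 0.021), and both of these were lost at a correlation of 0.05 and without the most changed member. In H2023 stem-cell-enriched culture it was 0.27 and not past the threshold (adjusted p = 0.0825). The list tests did not model a pairing of replicates, which may apply there (correlation of same-numbered deviations 0.554). The NF-kB response fell in A549, with medians of -0.85 in normal culture, where 1 of 21 members rose (adjusted p = 1.68e-07), and -0.38 in stem-cell-enriched culture (adjusted p = 0.021). The latter call was lost at a correlation of 0.05, with a mean count of at least 100 and without the most changed member. In H2023 its adjusted p-values were 0.615 and 0.444. Of its members, 9 passed over all genes in A549 normal culture and 17 adjusted over the list alone. The stemness markers were not past the threshold in any comparison, with medians of -0.39, -0.12, 0.31 and 0.42 and adjusted p-values of 0.0714, 0.773, 0.0714 and 0.444. Against 10000 matched random lists 29 of the 48 tests lay outside the central 95%. Among these were the stemness markers in A549 normal culture (percentile 0.03) and in both H2023 cultures (99.99 each), and the Regnase-1 target mRNAs in H2023 stem-cell-enriched culture (99.72). Random lists leave out the correlation between members. In H2023 the stemness markers went both ways, with 12 of 18 rising in normal and 11 of 18 in stem-cell-enriched culture. SOX2, which was low in H2023, and NES fell in both. Their log2 fold changes in the authors' deposited tables were -3.98 and -5.26 for SOX2 and -1.1 and -1.8 for NES.

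**Figure D3:**
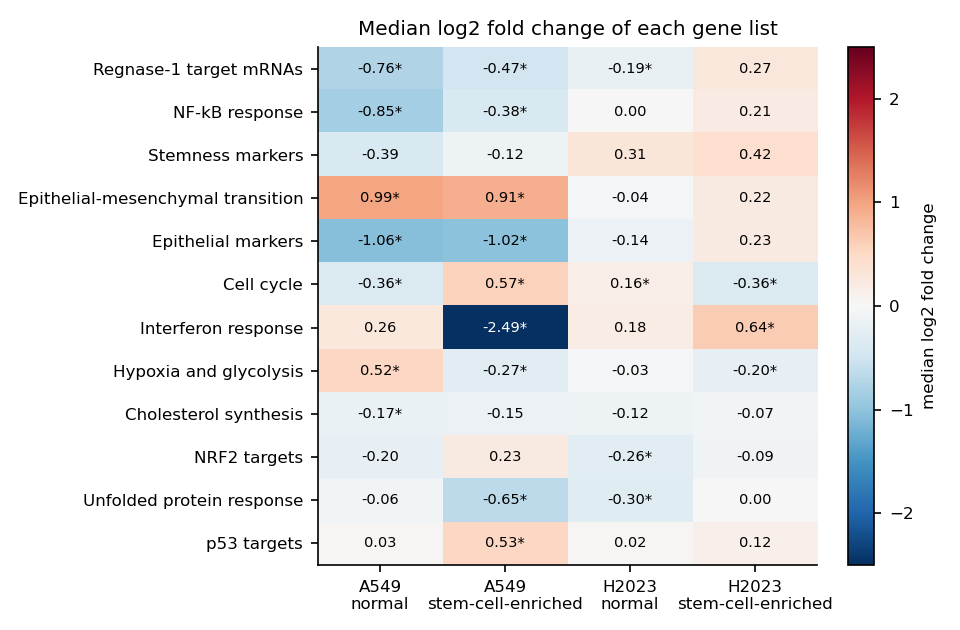
Median log2 fold change (libraries labelled knockout over wild type, log2(TPM + 1) scale) of each gene list in each line and culture, with colour and printed value for the median and an asterisk for a camera adjusted p-value under 0.05. The interferon response in A549 stem-cell-enriched culture has the lowest median (-2.49), and the cell cycle list changes sign between cultures in both lines.

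Other lists shifted most in A549. Epithelial-mesenchymal transition genes rose in A549 normal culture (median 0.99, 21 of 23 members, adjusted p = 1e-10) and in A549 stem-cell-enriched culture (0.91, 20 of 24 members, adjusted p = 5.25e-06). Epithelial markers fell by 1.06 and 1.02 there (adjusted p = 3.27e-04 and 2.11e-05). Neither list was past the threshold in H2023, with adjusted p-values of 0.21 to 0.637. Under the main setting the cell cycle list changed in all 4 comparisons, with medians of -0.36 and 0.57 in the A549 cultures and 0.16 and -0.36 in the H2023 cultures (adjusted p = 6.82e-04, 1.99e-06, 0.0104 and 2.83e-10). With the fold change as the gene statistic the calls in both normal cultures were lost, and the one in H2023 normal culture was also lost at a correlation of 0.05. The interferon response fell in A549 stem-cell-enriched culture with a median of -2.49, where 0 of 24 members rose (adjusted p = 4.66e-12). It rose by 0.64 in H2023 stem-cell-enriched culture, in 20 of 23 members (adjusted p = 8.24e-04). Of its members in A549 stem-cell-enriched culture 17 passed over all genes and 24 adjusted over the list alone. Wild-type replicate 1 there was well above replicate 2 for OASL (57.74 and 16.22 TPM), IFIT1 (157.55 and 55.96 TPM), IFIH1 and USP18. For OAS1 the replicates lay closer (439.99 and 349.27 TPM). Both wild-type libraries exceeded both libraries labelled knockout for these genes, so replicate 1 bears on the size of their falls and not on the direction. Hypoxia and glycolysis genes rose by 0.52 in A549 normal culture (22 of 24 members, adjusted p = 1.08e-07) and had medians of -0.27 and -0.20 in the stem-cell-enriched cultures of A549 and H2023 (adjusted p = 0.00106 and 0.0439). The H2023 call was lost at a correlation of 0.05, without the most changed member and with the fold change as the gene statistic. The unfolded protein response had medians of -0.65 in A549 stem-cell-enriched and -0.30 in H2023 normal culture (adjusted p = 1.06e-05 and 3.2e-04). The p53 targets rose by 0.53 in A549 stem-cell-enriched culture (adjusted p = 1.12e-05), NRF2 targets fell by 0.26 in H2023 normal culture (adjusted p = 2.11e-05), and the cholesterol synthesis list fell by 0.17 in A549 normal culture (adjusted p = 0.015). The cholesterol synthesis call was lost at a correlation of 0.05 and against random lists.

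Cultures were compared within each line and genotype, with all changes given as stem-cell-enriched over normal culture. In A549 wild type 7392 genes differed, 3460 higher and 3932 lower. In the A549 libraries labelled knockout 3784 differed, 1985 higher and 1799 lower. H2023 wild type gave 3901 genes, 721 higher and 3180 lower, and the H2023 libraries labelled knockout 4895, 1400 higher and 3495 lower. The median log2 fold change in A549 was -0.07 in wild type and -0.02 in the libraries labelled knockout. Relative to these medians the A549 counts were 7392 (3974 higher, 3418 lower) and 3777 (2104 higher, 1673 lower), so the balance in A549 wild type turned over. The median log2 fold change in H2023 was -0.24 in wild type and -0.17 in the libraries labelled knockout. Relative to these medians the H2023 counts were 2895 (1632 higher, 1263 lower) and 4299 (2191 higher, 2108 lower). In H2023 wild type the mitochondrial share of TPM went from 10.3% and 12.63% to 24.95% and 25.58%. Such a rise lowers the TPM of all other genes, so the excess of lower genes in the uncentred H2023 counts is not read as regulation. The alternative that moved the counts between cultures most was a minimum log2 fold change of 1, with 2874 genes in A549 wild type and 1474 and 1750 in the A549 and H2023 libraries labelled knockout. In H2023 wild type it was a fit of only the 4 libraries compared, with 1105 genes. The counts also depended on single libraries. Without replicate 1 of A549 normal-culture wild type 4924 genes were past the threshold in that line's wild-type contrast, without replicate 2 of H2023 normal-culture wild type 1697, and in the libraries labelled knockout the counts without 1 library ranged from 2010 to 2436 in A549 and from 2090 to 3171 in H2023. Across 10635 genes with a mean of at least 5 TPM in A549, the slope of the response in the libraries labelled knockout on that in wild type was 0.544 (r = 0.726). In H2023 it was 1.082 (r = 0.883, 10924 genes). The SD of the response in the libraries labelled knockout over that in wild type was 0.749 in A549 and 1.226 in H2023.

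**Figure D4:**
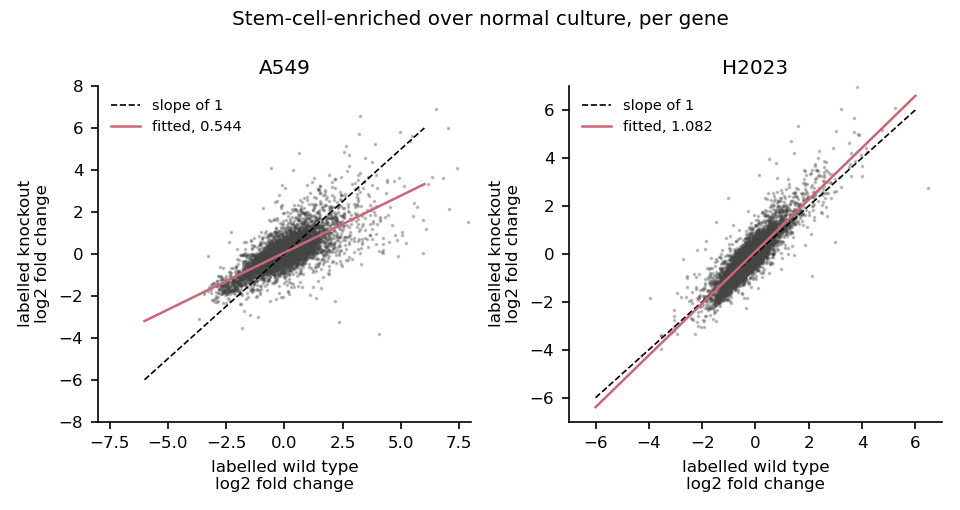
Log2 fold change of stem-cell-enriched over normal culture in the libraries labelled knockout (vertical axis) against wild type (horizontal axis), each point a gene with a mean of at least 5 TPM, with the fitted line and a line of slope 1. The fitted slope is 0.544 in A549 and 1.082 in H2023.

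Fold changes were also laid out along the chromosomes, in windows of 50 neighbouring genes with the median of all genes subtracted. In A549, 16 of 205 windows passed, in both cultures and in the same direction, the 99th percentile of 1000 random gene orders, and in H2023 60 of 219 windows did. The random orders gave at most 2 and 3 such windows. In A549 8 of the 14 windows of chromosome 2 were raised, between 95807118 and 240025402, with medians of 0.32 to 0.58 in normal and 0.29 to 0.53 in stem-cell-enriched culture. In H2023 10 windows of chromosome 1 between 116574399 and 244845057 were lowered, with medians from -0.45 to -0.26 in normal and from -0.39 to -0.27 in stem-cell-enriched culture. All 14 windows of chromosome 2 were lowered in H2023, from -0.39 to -0.17 in normal culture, and 7 of 11 windows of chromosome 6 were raised, from 0.19 to 0.36. ACKR3, ITGA4 and UGT1A7 lie in the raised part of chromosome 2 in A549. ITGA4, TM4SF20 and F5 lie in lowered parts of chromosomes 2 and 1 in H2023. PCDH7 lies in a lowered part of chromosome 4 in H2023, and LINC02582 in a lowered part of chromosome 18 in A549. GJB2, which rose in H2023, lies in a lowered part of chromosome 13 there. The changes given for these genes are several times the window medians.

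**Figure D5:**
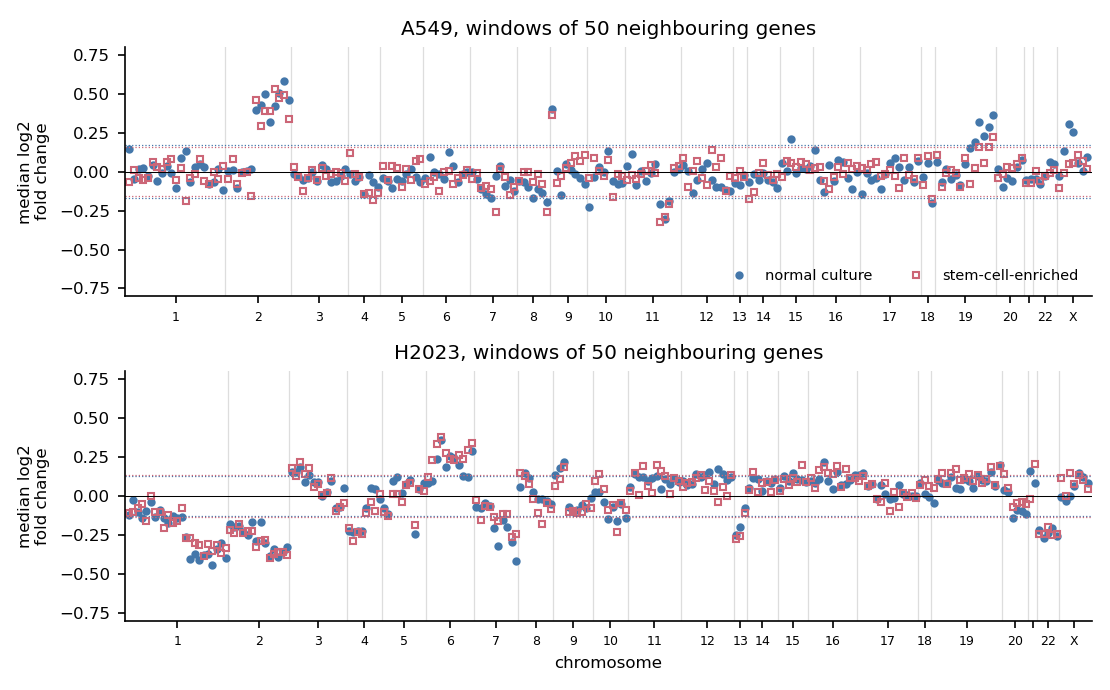
Median log2 fold change (libraries labelled knockout over wild type, median of all genes subtracted) of each window of 50 neighbouring genes in chromosome order, with filled circles for normal culture, open squares for stem-cell-enriched culture and dotted lines for the 99th percentile of random gene orders. Chromosome 2 is raised in A549 from 95807118 on, and chromosomes 1 (distal part), 2 and 22 are lowered in H2023.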

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

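The results in this part stand out because an effect differed between the cultures or between the lines when the difference itself was tested. Among the tests given here, those on library scaling, on slower decay of Regnase-1 targets and on exchanged labels were chosen only after the result was seen.

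The effect of the knockout label differed between the A549 cultures for 1514 genes and between the H2023 cultures for 71 genes. Between the lines it differed for 2783 genes in normal culture and for 2344 in stem-cell-enriched culture. The line differences may be differences between the lines in their response to the edit, or differences between the clones. The labels name 1 knockout clone per line, so a difference between the 2 clones and one between the lines cannot be told apart. Transcript length or GC content as a whole cause of the A549 calls is argued against: with a trend on both removed from the fold changes of the authors' deposited table for normal culture, 3495 genes passed, against 3629 before, and 3273 were shared. Length and GC content were known for 99.6% of the calls. A response to culture that depends on Regnase-1 stays open and was not tested, as culture type and days in culture change together. The count of 71 in H2023 rests on the fold changes of the authors' deposited tables, and the limma interaction gave 0 genes with 1294 at an unadjusted p under 0.05.

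For ZC3H12A the difference of effects was 1.25 between the A549 cultures, 1.35 between the lines in normal culture and 1.04 between the lines in stem-cell-enriched culture, on the log2 scale. The mRNA was lower under the knockout label in 1 comparison and higher in 3. Library scaling is argued against, since centring on the median of all genes left the 3 rises at 0.18 (A549 stem-cell-enriched), 0.51 and 1.36. The first of these is small, and none of the 3 was past the limma threshold. A copy-number difference of the chromosomal neighbourhood is argued against as well. In H2023 the 20 nearest expressed genes, between 36136570 and 38859823 on chromosome 1, had medians of -0.15 and -0.07, opposite to ZC3H12A. In A549 the neighbours moved in the direction of ZC3H12A in each culture, by -0.26 and 0.11, and one clone carries one copy number in both cultures. Slower decay of Regnase-1 target mRNAs in general, of which the ZC3H12A transcript might be one, would raise the listed targets together if their transcription stayed the same. The median of the listed targets was -0.47 in A549 stem-cell-enriched culture and -0.19 in H2023 normal culture, where ZC3H12A rose. It was 0.27 in H2023 stem-cell-enriched culture, where 17 of 24 members rose (camera adjusted p = 0.0825). The NF-kB response also fell in A549 stem-cell-enriched culture, with a median of -0.38. Transcription and decay were not measured apart, so these medians do not decide on slower decay. Genotype labels exchanged for all libraries in one culture of a line are argued against. Fold changes of the 2 cultures would then run against each other, but with any 1 library left out they correlated by at least 0.505 in A549 and 0.551 in H2023. Labels exchanged for single libraries would shrink the fold changes of a culture without reversing them, so this test does not decide that case. An exchange of all labels in both cultures of H2023 stays open and was not tested. An edit that disrupts the protein and leaves the transcript in place, with altered control of its own mRNA, stays open as well, and reads over the edited site were not analysed here.

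Single genes with the smallest p in each test, among those with a mean normalized count of at least 100 in both tables, were as follows, each value being a difference of log2 fold changes. Between the A549 cultures NDRG1 had -6.10, LRP1 -3.16 and PAPSS2 -3.09, and all 3 rose under the knockout label in normal culture and fell in stem-cell-enriched culture. Their limma interaction adjusted p-values were 0.00291, 0.00413 and 0.00291. Between the H2023 cultures GPX2 had 2.75, C3 2.04 and F5 3.91, and with the limma interaction their adjusted p-values were 0.193, 0.546 and 0.866. F5 had 0.05 and 0.06 TPM in the H2023 normal-culture libraries labelled knockout, so the size of its difference is uncertain. Between the lines in normal culture MMP2 had -5.64, CXCL5 4.37 and LRATD2 6.29. In stem-cell-enriched culture FGB had 6.55, SCG2 -9.36 and FGA 5.24. The limma interaction adjusted p-values of these 6 genes ran from 1.89e-04 to 9.67e-04. FGA and FGB are neighbours on chromosome 4 (154583126 to 154590766 and 154562956 to 154571086) and count as 1 locus. For the line differences the single clone per line (1 knockout clone) is a possible explanation beside a response that depends on the line.

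Between the cultures, differences of whole gene lists are given as the median difference of log2 fold changes over a list's members. In A549 they were 0.155 for Regnase-1 target mRNAs, 0.65 for the NF-kB response, 0.88 for cell cycle, -3.28 for the interferon response, -1.23 for hypoxia and glycolysis, 0.30 for NRF2 targets, -0.66 for the unfolded protein response and 0.59 for p53 targets. In H2023 they were 0.51 for Regnase-1 target mRNAs, 0.38 for the NF-kB response, 0.23 for epithelial-mesenchymal transition, 0.225 for epithelial markers, -0.565 for cell cycle, 0.435 for the interferon response, -0.24 for hypoxia and glycolysis and 0.14 for NRF2 targets. The cell cycle list moved in opposite directions in the lines. Of the 16 lists 3 also passed with fry on the limma interaction: hypoxia and glycolysis in A549, and cell cycle and NRF2 targets in H2023. With camera on the limma interaction the Regnase-1 targets in A549 and the NF-kB response, epithelial markers, interferon response and hypoxia lists in H2023 were not past the threshold. Over all 48 tests 30 passed, 24 with camera on the limma interaction and 9 with fry. Growth state, cell density or oxygen supply in a sphere culture could move these lists, a reading that was not tested and that the confounding of culture with days leaves open.

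Between the lines in normal culture the list medians differed by 0.783 for Regnase-1 target mRNAs, 0.81 for the NF-kB response, 0.69 for stemness markers, -1.54 for epithelial-mesenchymal transition, 1.78 for epithelial markers, 0.38 for cell cycle and -0.695 for hypoxia and glycolysis. In stem-cell-enriched culture they differed by 0.73 for Regnase-1 target mRNAs, -0.70 for epithelial-mesenchymal transition, 1.49 for epithelial markers, -1.11 for cell cycle, 3.71 for the interferon response, 0.57 for the unfolded protein response and -0.51 for p53 targets. Of these, 6 passed with fry: Regnase-1 targets, NF-kB response, epithelial-mesenchymal transition, epithelial markers and cell cycle in normal culture, and epithelial markers in stem-cell-enriched culture. The stemness list was not past the threshold with camera on the limma interaction. With 1 knockout clone per line, a shift along the epithelial to mesenchymal axis that belongs to the A549 clone and one that belongs to the loss of Regnase-1 in A549 cannot be told apart.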

How the results depend on the processing

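Alternatives listed before the data were examined are joined here by others chosen after seeing the data, namely the authors' deposited adjusted p-values, limma without a trend, fits over 8 libraries of a line, the limma interaction, the alternatives of the list differences, and, for the comparison of cultures, a minimum fold change, centring and fits of 4 libraries. Unless said otherwise the cause of a change was not tested.

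Counts of genes between the libraries labelled knockout and wild type moved by over 1.5 times under several settings. In A549 normal and stem-cell-enriched culture, 174 and 588 genes passed at 0.01, 3968 and 3971 at 0.1, and 949 and 1400 with a log2 fold change of at least 1, against 1971 and 2413. The empirical null left 0 genes in both. It takes the spread of the statistics as noise, which can lower a count, and why the count reached 0 was not tested. In H2023 normal and stem-cell-enriched culture limma called 0 genes over all genes tested. With a minimum mean count of 10 it called 477 and 8, with a minimum of 100 it called 631 and 13, and over the 8 libraries of the line in 1 fit it called 147 and 281. Benjamini-Hochberg adjustment over all genes of the authors' p-values gave 3549 in A549 normal culture and 1561 and 790 in H2023, and the authors' deposited adjusted p-values gave 3639, 3628, 1665 and 816 in the order of comparisons used above. The H2023 counts stayed at 0 under thresholds of 0.01 and 0.1, a minimum fold change, centring, the empirical null, a pseudocount of 0.1 and no trend, with 3314 and 2828 genes at an unadjusted p under 0.05. In A549 minimum mean counts, centring, a pseudocount of 0.1, no trend and the 8-library fits kept the counts within 1.5 times, from 1512 to 2877 in normal and from 2107 to 3548 in stem-cell-enriched culture.

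The 0 calls in H2023 may reflect few residual degrees of freedom in a fit of 4 libraries. In H2023 normal culture 18.2% of genes had an unadjusted p under 0.05, above the share that chance gives, and calls appeared in the 8-library fit. The check on simulated sets of 4 libraries called 144 of 200 changed genes, but it does not decide. Its changes lay only among expressed genes, and its noise came from each gene's own spread. In the data TM4SF20, at a log2 fold change of -4.02 (SE 0.17), was not called (limma adjusted p = 0.102). The degrees of freedom that limma borrowed from all genes were 2.06 and 1.93 in H2023 normal and stem-cell-enriched culture, against 3.27 and 3.33 in A549. Against few degrees of freedom as the whole cause, fits of the 4 normal-culture libraries called 477 genes at a minimum mean count of 10 and 631 at 100. In stem-cell-enriched culture they called only 8 and 13. The number of libraries alone therefore does not set the count at 0 in H2023 normal culture. As a part of the cause it cannot be told apart from effects that are smaller in H2023, since these values do not decide.

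The replicate number as a block gave 2109, 2774, 0 and 0 genes in the 4 comparisons and kept these counts within 1.5 times. The same holds for the comparison of cultures and for the A549 interaction (1264 genes). The interaction between the H2023 cultures was 0 with and without the replicate block. Deviations of same-numbered libraries correlated by 0.105, 0.175, 0.07 and 0.554 in the 4 comparisons. The labels give the numbers no meaning, so the samples are not treated as paired. In H2023 stem-cell-enriched culture, with 0.554, a pairing may still apply. The block was not used in the tests of gene lists or in the values of single genes, so their p-values in that culture may be affected.

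For differences of effects, a threshold of 0.01 gave 851 genes between the A549 cultures, 1824 between the lines in normal culture and 1519 between the lines in stem-cell-enriched culture. A minimum difference of 1 gave 993 and 1662 in the first 2 of these. The empirical null gave 486 and 373 genes between the A549 and the H2023 cultures and 838 and 925 between the lines. In H2023 it raised the count from 71. The limma interaction gave 1212, 0, 2241 and 1795 genes against 1514, 71, 2783 and 2344.

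Comparing cultures, a minimum log2 fold change of 1 gave 2874 and 1474 genes in A549 wild type and in the A549 libraries labelled knockout, and 1188 and 1750 in H2023. A fit of only the 4 libraries compared gave 1105 genes in H2023 wild type. Leaving out 1 library gave from 4924 to 6105 genes in A549 wild type, from 2010 to 2436 in the A549 libraries labelled knockout, from 1697 to 2630 in H2023 wild type and from 2090 to 3171 in the H2023 libraries labelled knockout, each fit having fewer libraries. The lowest count in A549 wild type came without normal-culture wild-type replicate 1. The counts over all 8 libraries of a line were 7392, 3784, 3901 and 4895.

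Correlations of fold changes within A549 (0.565) became 0.532 with a minimum mean count of 10, 0.494 over all genes, 0.801 over genes called in both and 0.62 with the authors' deposited fold changes. Within H2023 (0.647) they became 0.602, 0.563, 0.9 and 0.717. Between lines, genes called in both gave 0.112 in normal culture, 0.082 in stem-cell-enriched culture and 0.14 between A549 stem-cell-enriched and H2023 normal culture. The authors' deposited fold changes gave 0.041 in normal culture. A549 normal against H2023 stem-cell-enriched culture gave 0.039 at a minimum mean count of 10 and 0.032 over all genes. No correlation between the lines exceeded 0.14.

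ZC3H12A kept its direction in each comparison under every setting run. Its rise was past the threshold in the authors' deposited tables in A549 stem-cell-enriched (0.448), H2023 normal (0.552) and H2023 stem-cell-enriched culture (1.485), and in the 8-library fit in the last (1.434). Adjusted p-values over its alternatives ran from 1.44e-04 to 0.0378, from 0.0171 to 0.3, from 0.008 to 0.214 and from 3.26e-08 to 0.237 in the 4 comparisons. Leaving out 1 library gave log2 fold changes from -0.914 to -0.689, from 0.184 to 0.296, from 0.463 to 0.614 and from 1.211 to 1.657.

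Gene list shifts numbered 23 and became 1 with fry, while 5 other settings gave 17 to 29. The 30 list differences became 9 with fry, 24 with camera on the limma interaction and 26 at a correlation of 0.05.

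Over the 73 named genes, 1376 values were computed under alternatives. Of these 1256 kept their direction and side of the threshold, 8 were weaker, 102 stronger, 9 without a test moved by more than the spread and 1 reversed: CA9 in H2023 stem-cell-enriched culture, at 0.089 without wild-type replicate 1 and -2.638 without replicate 2, against -1.27 with both. Wild type had 9.33 and 0.56 TPM, so replicate 1 sets the direction of CA9 there. Fits that need raw counts (DESeq2, edgeR, their size factors and the filter on low counts) were not run, because the tables hold TPM and the authors' means. Calls without 1 library were not made for the knockout comparisons, as 1 library would be left in a group. The depth of each library is unknown, so values listed at 0 set no limit on expression.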

Other observations

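Tests on RNA of one line in libraries of the other were chosen only after the result was seen. The other tests in this part were set out before the result each one measures was seen. The reading of the test on a shared batch was changed from argued against to undecided after its value had been seen.

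Windows of 50 neighbouring genes shifted together under the knockout label in both cultures of a line. There were 76 such windows, 16 in A549 and 60 in H2023, where 1000 random gene orders gave at most 2 and 3. The random orders averaged 0.05 and 0.17 windows. A copy-number difference between the single clone and the wild-type cells is a candidate explanation, since it predicts shifts of long stretches that are shared by cultures and differ between lines. In A549 the shifted stretch of chromosome 2 covered 8 windows from 95807118 to 240025402, chromosome 9 had 1 window at 0.40 in normal and 0.36 in stem-cell-enriched culture, and chromosome 11 had 3 windows from -0.30 to -0.19 in normal culture. In H2023 10 windows of distal chromosome 1, all 14 of chromosome 2 and all 5 of chromosome 22 (-0.27 to -0.20 in normal culture) were lowered. DNA was not analysed here, and regulation of neighbouring genes together was not tested as an alternative.

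In H2023 these stretches held 27.4% of the genes tested and 47.5% of the calls from the fold changes of the authors' deposited table for normal culture. Since the stretches were picked by the fold changes of the same comparisons, an excess of calls on them is partly built in. With the median of each window removed, 805 genes passed against 1424 before, and 678 were shared. In stem-cell-enriched culture 361 passed against 583. In A549 normal culture 2478 passed against 2795. How much of the H2023 list is copy number of the clone cannot be told apart from effects of the edit by this test, because the count fell to a value between the levels set for either reading. For a gene of modest change on these stretches, copy number of the clone and an effect of the edit may both apply.

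The genes called in the same direction in all 4 comparisons of the authors' deposited tables numbered 66, and 63 were called in opposite directions in the lines. Independence of the lines gives 18.6 and 18.7. Near-equal numbers would follow if the genes called in both lines are those that vary readily between cultures or clones, each line taking its own direction. The whole set has that balance, and its parts do not. At a log2 fold change of at least 1 in each comparison there were 44 genes with the same direction, 37 of them lower, and 23 with opposite directions. A shared direction and independent directions cannot be told apart by these counts, because the genes are not independent and the spread of such counts is unknown. At a log2 fold change of at least 2 there were 18 genes with the same direction, 17 of them lower, and 11 with opposite directions, and at 3 there were 10 lower, 0 higher and 2 opposite. RNA of one line in the wild-type libraries of the other could have produced shared falls. Across 5 A549-specific genes, with at least 20 TPM in each A549 library and at most 0.1 TPM in the H2023 libraries labelled knockout, the H2023 wild-type libraries reached at most 0.277% of the A549 level, where the genes lower in all 4 comparisons would need a median of 79.4%. In the other direction only 2 H2023-specific genes were found, and the A549 wild-type libraries reached at most 3.996% of their H2023 level, where a median of 125.9% would be needed. Both directions are argued against. A shared response to the edit remains open for the genes lower in all 4 comparisons, which include F5, F7, TC2N and TM4SF20, and was not tested with further clones.

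The A549 libraries labelled knockout responded less to the stem-cell-enriched culture than wild type, with a slope of 0.544 over 10635 genes. The slope also falls where the responses differ between genes. The SD of the response was 0.698 against 0.932 in wild type, a ratio of 0.749, which is a smaller reduction than the slope gives. In H2023 that ratio was 1.226. Leaving out mitochondrial genes and rescaling gave 0.539, but rescaling shifts all genes of a library nearly alike and could hardly move a slope. The mitochondrial share went from 11.81% and 16.01% to 20.4% and 23.3% in wild type and from 13.4% and 18.7% to 19.5% and 20.3% in the libraries labelled knockout. A state of the libraries that goes with this share cannot be told apart from the label, since the share differs between the groups. Noise in the wild-type response would lower a fitted slope, but with the other pair of wild-type replicates as instrument the slopes were 0.623 and 0.521. Single replicates of the libraries labelled knockout gave 0.598 and 0.489. In H2023 the slope was 1.082 and the instrument slopes 1.222 and 1.29. A smaller response that depends on Regnase-1 in A549 and a smaller response of this particular clone (1 knockout clone per line) may both apply, and the data hold no second clone to separate them.

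The mitochondrial share was higher in replicate 2 than in replicate 1 in 8 of 8 groups. A batch shared by libraries with the same number cannot be told apart from differences within each group. Over 10441 genes outside the mitochondrial set, the replicate differences correlated between the 28 pairs of groups with a median of 0.032, from -0.146 to 0.554, with 16 pairs above 0, 7 over 0.1 and 4 under -0.1. A median this near 0 over pairs that go both ways decides nothing. The highest correlation, 0.554, lies between wild type and the libraries labelled knockout of H2023 in stem-cell-enriched culture, so a shared batch may apply there. No biological explanation was tested.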
